A study of Mus musculus with 22 samples.

How the data were processed

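Mammary glands of virgin female C57BL/6J mice, an inbred laboratory strain, were profiled at 3 and 18 months of age by single-cell RNA sequencing (scRNA-seq), by single-nucleus assay for transposase-accessible chromatin (snATAC-seq) and by spatial transcriptomics. Per the labels' protocols, each scRNA-seq and snATAC-seq sample was a pool of glands from 3 mice. The tissue was digested with enzymes and separated into an epithelium-enriched pellet and a supernatant, live cells of both fractions were sorted, and the fractions were mixed in equal parts. Shares of cell types among all cells therefore carry that mixing ratio. Whether lymph nodes were removed before digestion is not given in the sources used here. Per the labels' protocols, libraries were made with 10x Genomics Chromium kits, and the spatial libraries came from formalin-fixed, paraffin-embedded sections on Visium CytAssist slides, in which probes read transcripts at barcoded spots. A spot is a small region that can hold several cells.

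For scRNA-seq, the deposited annotation table gives, for every cell that passed the authors' filters, the counts of unique molecular identifiers (UMIs) and of detected genes, the percent of UMIs from mitochondrial genes, the age, the replicate number, the batch, a cell type and a subtype. For snATAC-seq, the deposited annotation table gives counts of fragments in peaks and of all fragments that passed filters, the percent of fragments in peaks, and 2 ratios, the enrichment at transcription start sites and the nucleosome signal. The gene-by-cell and peak-by-nucleus matrices were not analysed here, so that no gene was tested within a cell type. For the 4 spatial sections, the deposited matrices hold raw UMI counts per gene and spot, written by Space Ranger per the file headers. A deposited table per section gives Moran's I, a score of how far neighbouring spots share a gene's signal, with a p-value adjusted over genes per the file headers. The normalisation before Moran's I, the aligners, the genome build, the probe set and the filters on cells are not given in the sources used here. The 2 annotation tables hold 15 further columns that were not used.

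Samples were assigned to age and replicate by the labels, and cells through the age and replicate columns of the annotation tables. Cell types and subtypes are the authors' deposited names, and no cell was clustered or renamed. The scRNA-seq table held 48180 cells. The 539 cells the authors had named as a doublet cluster were left out, which left 47641. No further doublet caller was run. For subtypes, a further 762 cells of clusters named doublets at that level and 834 cells without a subtype were left out. The share of a type is its cells per 100 annotated cells of the sample. The share of a subtype is its cells per 100 cells of its parent group (T and NK, epithelial, myeloid or stromal cells). Shares were compared between ages by a two-sided exact permutation test of the difference in means, with Benjamini-Hochberg adjustment over the types or subtypes of an assay and a threshold of 0.05. With 6 pools against 6 the test runs over 924 arrangements and its smallest p is 0.00216. With 3 against 3 it runs over 20 arrangements and cannot go below 0.1, so that no snATAC-seq difference can reach the threshold. Median UMIs per cell were compared by the same exact permutation test, on the log2 scale for single types with at least 20 cells in every sample. Intervals of single shares are exact binomial (Clopper-Pearson) at 95%. Where a class of spots was not found, the limit given is 3 spots of the total. Both cover counting error only.

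UMIs of each section were summed over all spots under tissue, and again over epithelial-rich spots, with sections as replicates. A spot was epithelial-rich or lymphoid-rich with at least 3 UMIs and at least 0.3% of its UMIs from the pan-epithelial or the lymphoid list. A spot was adipocyte-rich or muscle-rich with at least 3 UMIs and at least 3% from that list. The genes that define epithelial-rich spots were left out of the test on them. Krt18, a member of the pan-epithelial list, was not among the 19465 genes of the matrices. Sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalisation, filterByExpr, Benjamini-Hochberg). Marker lists were tested with fry in limma 3.58.1, and Moran's I was compared by limma over genes found in all 4 sections. For shares of spots, every spot was thinned to 500 UMIs and shallower spots were left out. In R 4.3.3, DESeq2 1.42.0 and limma-voom served as alternatives. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

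The tests, marker lists, gene list, rule for named items and most alternatives were fixed before the data were examined. Named types and subtypes are those past the threshold, or otherwise the 3 with the largest absolute log2 ratio of mean shares. Named genes in a spatial fit are the 5 with the largest increase and the 5 with the largest decrease among those past the threshold with a mean of at least 10 CPM (counts scaled to the same total in every section, here the TMM-scaled total) and with both 18-month sections on the same side of both 3-month sections. An aging list was named whatever its values. It held Cdkn2a, Cdkn1a, Pdk4, Gzmk, Gzmb, Cd8a, Pdcd1, C4b, Jchain, Mzb1, Ccl5 and Cxcl13. For Moran's I, the 5 genes with the largest absolute difference were named among those with separate groups and a mean I of at least 0.1. Gene names and identifiers are those of the deposited matrices.

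The groups share replicate numbers in the labels. For scRNA-seq cell types, the deviations of same-numbered samples from their group means had correlations of 0.629 to 0.856 over the 6 numbers. Part of the pairing comes from the deposited batch column, in which replicates 1 to 3 form batch 1 and replicates 4 to 6 form batch 2. With deviations taken within a batch, the correlations were -0.318 to 0.439 in batch 1 and 0.558 to 0.692 in batch 2. In batch 2 most of the pairing thus remained. Same-numbered scRNA-seq samples thus share a batch. Their correlations were lower for subtypes, at 0.0686 to 0.325. The replicate block is therefore given beside the scRNA-seq results it changes. The exact sign-flip test that serves as a block over 6 pairs cannot go below p = 0.03125 before adjustment, so that its adjusted p passes only when many items reach that value. Alternatives were another share scale, edgeR on cell numbers, replicate blocks, each replicate left out, the deeper cells alone, single batches, other normalisations and filters, thinning, and other sets of spots. Library size alone for spatial genes, terms for batch, permutations within batches, the upstream cell call of nuclei, the other batch and the T and NK subtypes in the comparison of assays and the crossed pairing of sections were added after the data had been seen.

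Each procedure was tested on simulated data with known changes. In 20 simulations of 40 types with 10 of them raised, 87.5% of the changes in share were recovered. In 20 simulations with the 11 scRNA-seq cell types at their own shares and spread between pools, batch included, and 3 types raised by the same factor, 15% were recovered and 0 unchanged types were called higher. A type that did not pass is thus not shown to be unchanged. In the whole-section step over 19210 genes, 100% of 200 genes changed 4-fold were recovered, and 18 of the 218 genes called were unchanged ones. In the step for epithelial-rich spots over 13764 genes, 86.5% were recovered, and 3 of 176 calls were unchanged genes. Both of these simulations changed few genes, as many up as down, whereas 11944 of 19220 genes were called in the whole sections themselves. The scaling was thus not put to the test, and these shares of unchanged calls are favourable ones. The fry test found a list of changed genes in the whole-section simulation (adjusted p 0.0047) and missed it at the depth of the epithelial-rich spots (adjusted p 0.123), where it was not used on the data. In the Moran's I step over 19281 genes, 100% of genes shifted by 0.1 were recovered with 12 unchanged genes called. That simulation gave every gene the same spread, so its recovery is a favourable one.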

Results

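The study compared mammary glands of virgin female mice at 3 and 18 months of age, to ask which cells of the gland change in number or state with age. There were 6 scRNA-seq pools per age, 3 snATAC-seq pools per age and 2 spatial sections per age. After the doublet cluster was left out, 23970 annotated cells came from the 3-month pools and 23671 from the 18-month pools, with 2191 to 5405 cells per pool and 22591839 to 41416463 UMIs per pool. The snATAC-seq table held 22842 nuclei, 2772 to 5065 per pool, with 33216188 to 51482725 fragments in peaks per pool.

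Depth was compared first, because it limits every other comparison. The median number of UMIs per cell was 6580 ± 784 (SD, n = 6) at 3 months and 6172 ± 1052 (SD, n = 6) at 18 months, a difference smaller than the spread between pools (two-sided exact permutation test, p = 0.446). Within batches the difference was -622 in batch 1 (p = 0.5, exact permutation test, n = 3) and -193 in batch 2 (p = 0.7, exact permutation test, n = 3). The median number of genes per cell went the other way, with 1824 ± 217 at 3 months and 1947 ± 280 at 18 months (exact permutation test, p = 0.416, n = 6). The median number of fragments in peaks per nucleus was 10559 ± 1305 (SD, n = 3) at 3 months and 8542 ± 1248 (SD, n = 3) at 18 months (exact permutation test, p = 0.2), where the smallest p the design allows is 0.1. The percent of fragments in peaks was 76.1 ± 2.19 at 3 months and 66.2 ± 6.24 at 18 months (exact permutation test, p = 0.1, n = 3).

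Of 11 cell types in the scRNA-seq data, 4 differed in share between ages at the threshold, 3 of them higher and 1 lower at 18 months. Memory T and NK cells made up 6.99% ± 2.17 (SD, n = 6) of cells at 3 months and 20.5% ± 6.92 at 18 months, a log2 ratio of 1.55 (exact permutation test, adjusted p = 0.0238). Dendritic cells and macrophages rose from 5.30% ± 1.26 to 9.56% ± 2.56, a log2 ratio of 0.85 (exact permutation test, adjusted p = 0.0238, n = 6). Fibroblasts rose from 3.28% ± 2.35 to 10.4% ± 5.60, a log2 ratio of 1.66 (exact permutation test, adjusted p = 0.0298, n = 6). Naive T cells fell from 38.6% ± 11.8 to 15.6% ± 10.6, a log2 ratio of -1.30 (exact permutation test, adjusted p = 0.0298, n = 6). Each of the 4 changed in the same direction in 6 of 6 same-numbered pairs of pools, and for none of them were all 18-month pools outside the range of the 3-month pools. All 4 kept their direction within both batches, with separate groups for 4 of them in batch 1 and 3 of them in batch 2. Batch set the share of epithelial cells, which was 29.6% and 31.6% at 3 and 18 months in batch 1, against 3.35% and 5.24% in batch 2.

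The number of cell types past the threshold depended on the test. With the replicate number as a block, an exact sign-flip test called 0 types (smallest adjusted p 0.0573). Its smallest p over 6 pairs is 0.03125, which 6 of the 11 types reached, and 7 would have to reach it for any to pass. edgeR on cell numbers called 7 with the block and 4 without it. The block changed the call of 3 types in edgeR, myoepithelial cells (adjusted p = 3.39e-05 with the block and 0.286 without), plasma cells (0.00905 and 0.188) and luminal hormone-sensing cells (0.0137 and 0.346). On centred log-ratio shares the permutation test called 0 types. Leaving out replicate 2, 3, 5 or 6 of both ages left 0 types past the threshold, and leaving out replicate 1 or 4 left 4. The other 7 types did not differ at the threshold in the permutation test. Among them, myoepithelial cells were 3.49% ± 4.07 at 3 months and 10.3% ± 9.80 at 18 months (exact permutation test, p = 0.141, adjusted p = 0.258, n = 6), and were higher at 18 months in 6 of 6 pairs, with separate groups in both batches. B cells were 27.2% ± 5.98 and 22.0% ± 9.92 (exact permutation test, adjusted p = 0.389, n = 6).

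**Figure D1:**
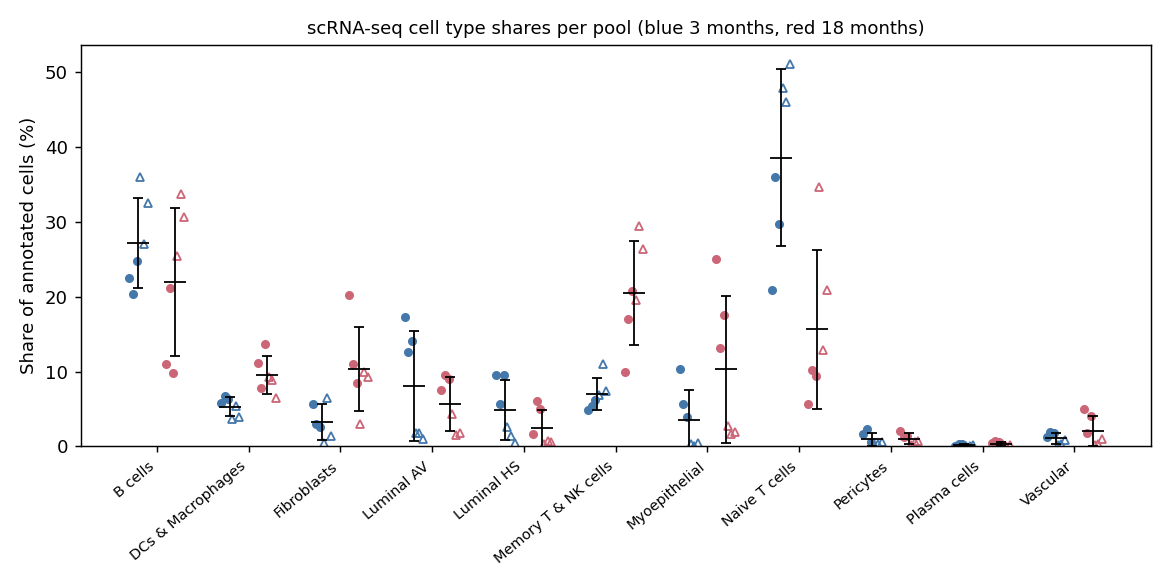
Share of each cell type in percent of annotated cells (vertical axis), 1 point per scRNA-seq pool, with 3 months in blue and 18 months in red, batch 1 as filled circles and batch 2 as open triangles, and bars for the mean and SD, cropped at 0. Memory T and NK cells averaged 6.99% at 3 months and 20.5% at 18 months, and epithelial types lie near 0 in batch 2.

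Of 39 subtypes in the scRNA-seq data, 12 differed in their share of the parent group at the threshold, 8 higher and 4 lower at 18 months, and 7 of the 39 had separate groups, where chance gives 0.216%. Among T and NK cells, the Gzmk+ subtype rose from 0.420% ± 0.183 (SD, n = 6) to 19.2% ± 9.99, a log2 ratio of 5.51, and was higher in 6 of 6 pairs (exact permutation test, adjusted p = 0.0121). Memory CD4 cells rose from 9.43% ± 0.931 to 24.2% ± 6.70 and γδ T and MAIT cells from 3.36% ± 0.901 to 12.6% ± 2.58, each in 6 of 6 pairs (exact permutation test, adjusted p = 0.0121, n = 6). NK cells rose from 2.74% ± 1.16 to 5.77% ± 1.41 in 6 of 6 pairs, and CD8 Gzmm+ cells from 9.34% ± 1.29 to 14.9% ± 4.10 in 5 of 6 pairs (exact permutation test, adjusted p = 0.0153 for both, n = 6). edgeR did not call CD8 Gzmm+ cells without the block (adjusted p = 0.0608), with it (0.0755) or with a batch term (0.0600). By the authors' cell type, 86.8% of CD8 Gzmm+ cells were naive T cells. Among cells typed as memory T and NK cells, the share of NK cells fell from 18.8% ± 5.26 to 9.79% ± 1.34 (exact permutation test, adjusted p = 0.00649, n = 6). The Naive CD4-1 subtype fell from 23.7% ± 6.89 to 6.13% ± 2.40 and Naive CD8-2 from 27.5% ± 6.46 to 11.5% ± 5.42, each in 6 of 6 pairs (exact permutation test, adjusted p = 0.0121, n = 6).

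Among epithelial cells, cluster Epi-C1 fell from 25.8% ± 15.0 to 3.02% ± 1.93 and Epi-C8 rose from 4.11% ± 2.04 to 26.0% ± 9.29, each in 6 of 6 pairs (exact permutation test, adjusted p = 0.0121, n = 6). Epi-C4 fell from 32.1% ± 12.8 to 10.6% ± 6.21 in 5 of 6 pairs (exact permutation test, adjusted p = 0.0153, n = 6), and Epi-C6 rose from 2.65% ± 3.14 to 11.9% ± 5.98 in 5 of 6 pairs (exact permutation test, adjusted p = 0.0492, n = 6). These epithelial shares rest on 83 to 1259 cells per pool. Among stromal cells, Fib-C2 rose from 10.7% ± 3.78 to 25.7% ± 7.74 in 6 of 6 pairs (exact permutation test, adjusted p = 0.0153, n = 6). No myeloid subtype differed at the threshold. All 12 kept their direction within both batches, and 10 of the 12 had separate groups in each batch. Among the cells of each pool at or above its median depth, 4 subtypes passed the threshold, the largest move among alternatives that kept all pools and the unpaired test. With the replicate number as a block, edgeR on numbers of cells called 14 subtypes. These were 11 of the 12, without CD8 Gzmm+, and Epi-C11 (adjusted p = 0.0415), Naive CD4-2 (0.00805) and Naive CD8-1 (0.0127). The Epi-C11 share at 18 months, 5.24% ± 11.2 (SD, n = 6), was set largely by 1 pool at 28.1%. The exact sign-flip test called 0, where 12 of the 39 subtypes reached its smallest p and 25 would have to for any to pass.

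**Figure D2:**
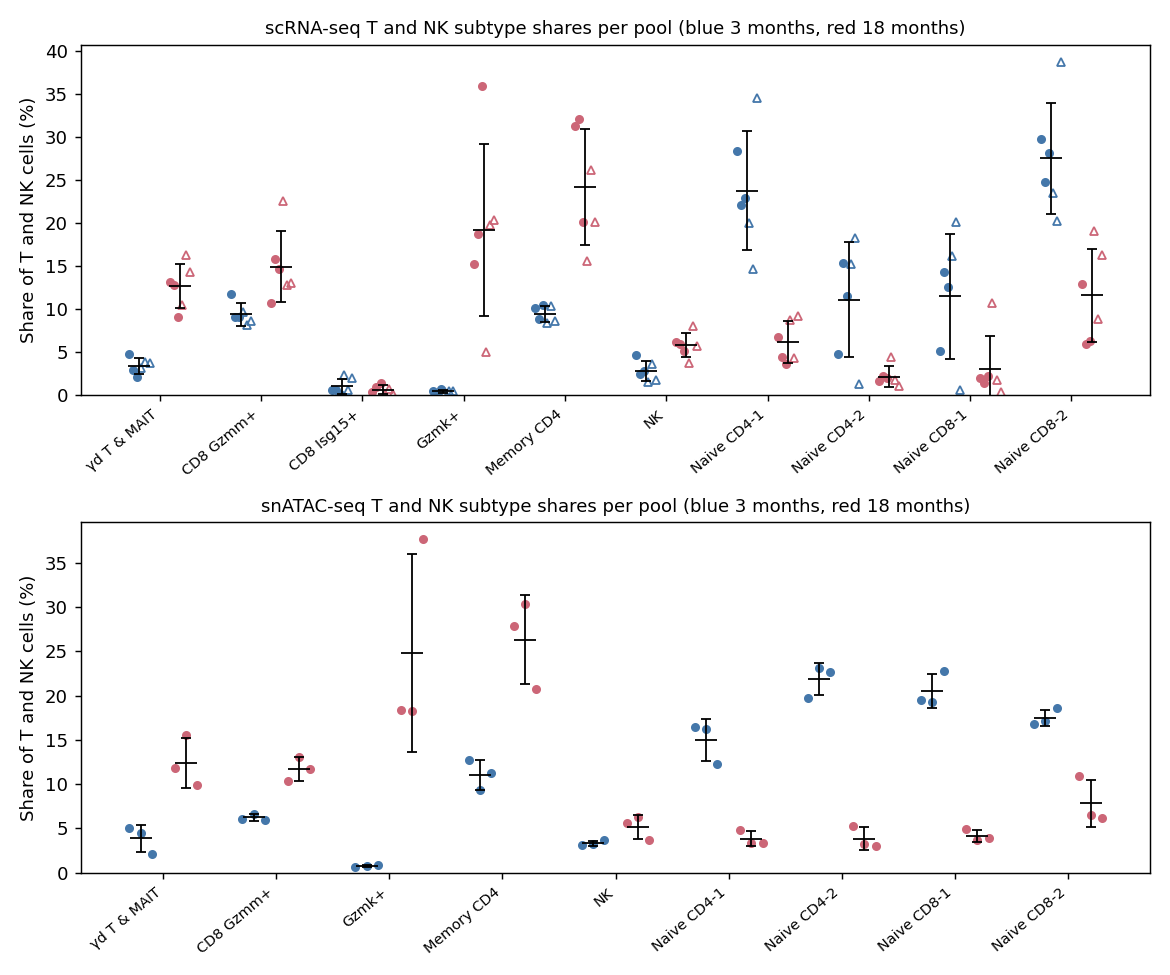
Share of each T and NK subtype in percent of T and NK cells (vertical axis), 1 point per pool, for scRNA-seq (top, batch 1 as filled circles and batch 2 as open triangles) and snATAC-seq (bottom), with 3 months in blue, 18 months in red, and bars for the mean and SD, cropped at 0. The Gzmk+ subtype stayed under 1% in every 3-month pool of both assays.

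Whether cells of a type carried fewer UMIs with age was asked for the 6 types with at least 20 cells in every pool. Fibroblasts had a median of 10959 ± 1005 UMIs at 3 months and 8023 ± 1110 at 18 months, a log2 difference of -0.46. Memory T and NK cells had 6456 ± 598 and 4905 ± 747, a log2 difference of -0.41. Both had an adjusted p of 0.0130 (exact permutation test, n = 6), and the other 4 types did not differ at the threshold. With the replicate number as a block, the exact sign-flip test called 0 types. Of the 6 types, 3 reached its smallest p of 0.03125, these 2 among them, and 4 would have to for any to pass. Relative to the median of all cells of the pool, 0 types differed at the threshold (exact permutation test, smallest adjusted p 0.0909). The difference in memory T and NK cells was -0.35 within the 3 subtypes with at least 10 cells in every pool (exact permutation test, p = 0.00433, n = 6).

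In the snATAC-seq data, 0 of 10 cell types and 0 of 37 subtypes passed the threshold by the exact permutation test, and 0 had an unadjusted p under 0.05, since 3 pools against 3 cannot go below 0.1. edgeR on numbers of nuclei called 7 types and 12 subtypes. The groups were separate for 8 of 10 types and 19 of 37 subtypes, where chance gives 10%. Fibroblasts were 1.93% ± 0.900 (SD, n = 3) at 3 months and 8.20% ± 3.80 at 18 months, naive T cells 26.3% ± 5.39 and 6.80% ± 0.868, and luminal hormone-sensing (HS) cells 8.81% ± 4.02 and 2.71% ± 1.53. The log2 ratios were 2.09, -1.95 and -1.70, each with separate groups (exact permutation test, p = 0.1, adjusted p = 0.125). Among T and NK nuclei, the Gzmk+ subtype rose from 0.754% ± 0.118 to 24.8% ± 11.2, while Naive CD4-2 fell from 21.8% ± 1.81 to 3.82% ± 1.30 and Naive CD8-1 from 20.5% ± 1.95 to 4.15% ± 0.703. Each had separate groups (exact permutation test, p = 0.1, adjusted p = 0.195, n = 3). In the scRNA-seq data these 2 naive subtypes had p = 0.0216 and p = 0.0260, with adjusted p of 0.0649 and 0.0724 (exact permutation test, n = 6).

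The log2 ratios of mean shares at 18 against 3 months had the same sign in both assays for 10 of 10 cell types, with replicates 1 to 3 of each. Across these types, which are not independent replicates, Spearman's rho was 0.976 and Pearson's r was 0.963. Library numbers in the titles alternate between the assays for replicates 1 to 3. Same-numbered samples of an age may thus come from the same pools, so that this agreement is not an independent replication. With scRNA-seq replicates 4 to 6 in place of 1 to 3, 9 of 10 types had the same sign and rho was 0.867. T and NK subtypes named in both assays had the same sign in 9 of 9 cases, with a rho of 0.967. Epithelial cluster numbers were not compared, because only 4 of the 10 that occur in both assays had the same main cell type there, against 26 of 27 other clusters.

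**Figure D3:**
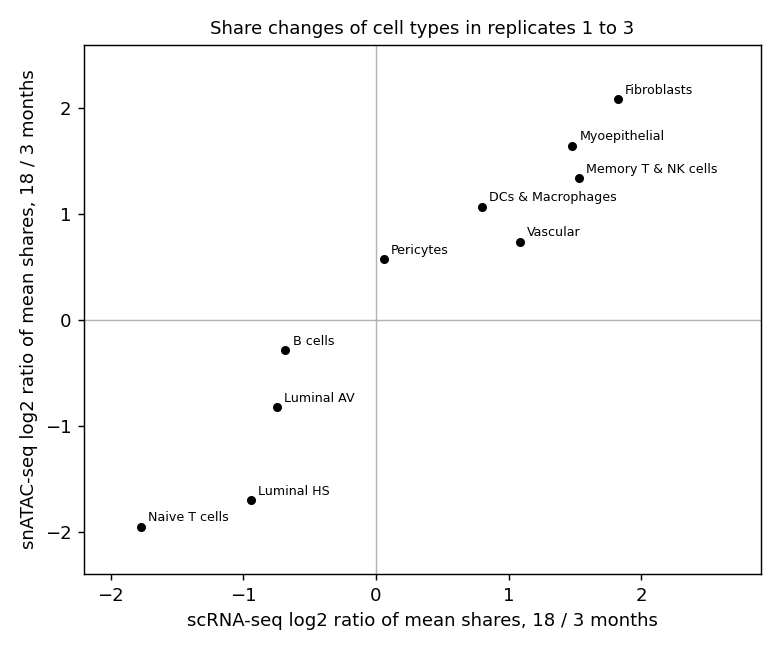
Log2 ratio of the mean share at 18 months to that at 3 months for each cell type, in scRNA-seq (horizontal axis) and snATAC-seq (vertical axis), replicates 1 to 3 of each age. All 10 types lie in the quadrants where both ratios have the same sign.

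The spatial sections differed in depth in the same direction as age. The 3-month sections had 4403 and 4070 spots under tissue with 40684354 and 29631590 UMIs, and the 18-month sections had 6597 and 9745 spots with 19085122 and 21155333 UMIs. The median number of UMIs per spot was 8041 and 6264 at 3 months against 1762 and 1077 at 18 months. Spots with under 500 UMIs made up 0.727% and 2.78% of spots at 3 months and 5.52% and 21.3% at 18 months. The sections of the ages are numbered apart in the deposited records, and their titles follow different patterns. Whether they were processed together was not examined here, so that a difference in processing cannot be told apart from age.

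The sections also differed in the tissue they held. Lymphoid-rich spots numbered 30 and 75 at 3 months and 223 and 326 at 18 months, where they held 24.8% and 36.4% of all UMIs, against 1.69% and 3.72% at 3 months. Muscle-rich spots numbered 55 and 60 at 3 months, and none were found at 18 months, which allows shares of up to 0.0455% and 0.0308% of spots, taken as 3 spots of the total. With spots thinned to equal depth, the share of epithelial-rich spots was 2.17% ± 0.509 (SD, n = 2) at 3 months and 0.862% ± 0.606 at 18 months, that of lymphoid-rich spots 0.750% ± 0.511 and 2.10% ± 0.516, and that of adipocyte-rich spots 8.01% ± 4.43 and 12.3% ± 2.79. The adipocyte-rich shares overlapped between ages. With 2 sections against 2 the exact permutation test cannot go below 0.333, so that these are values without a test that could pass.

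**Figure D4:**
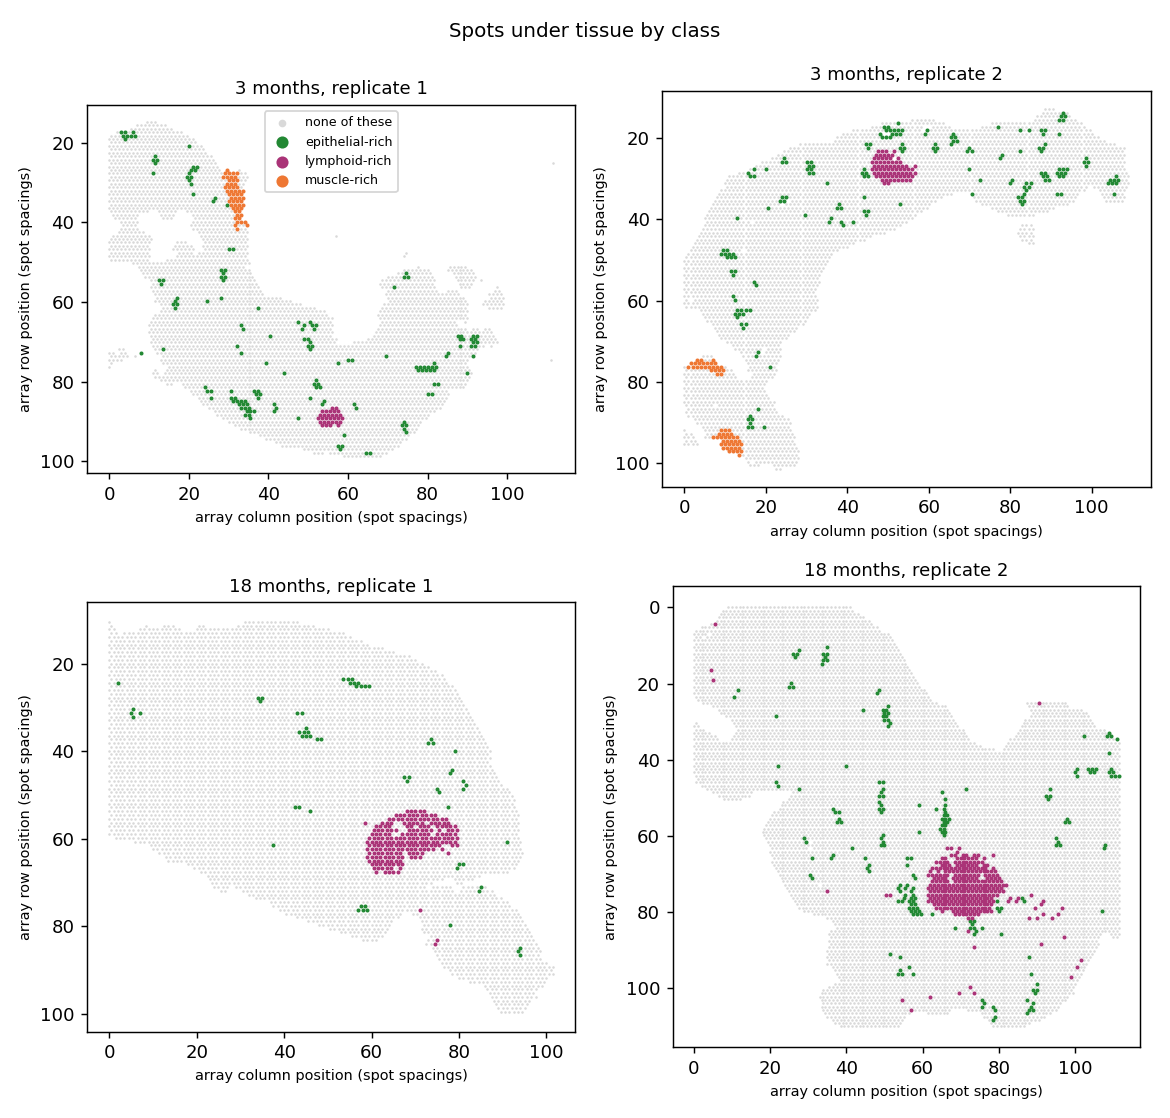
Position of every spot under tissue in the 4 sections, with array columns and rows in spot spacings on the axes and spots coloured as epithelial-rich, lymphoid-rich, muscle-rich or none of these. Most lymphoid-rich spots of a section lie in 1 region, which is larger at 18 months, with 223 and 326 such spots against 30 and 75, and muscle-rich spots occur in the 3-month sections alone, with 55 and 60.

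To ask which genes differ between the sections of the ages, UMIs were summed per section. Over all spots, 11944 of 19220 genes passed the threshold in edgeR's quasi-likelihood test, 6819 higher and 5125 lower at 18 months. The groups were separate for 84.6% of genes, where chance gives 33.3%. Without lymphoid-rich spots the count was 3456 and the share of higher genes among the calls fell from 57.1% to 40.4%. The split between higher and lower genes depended on the scaling. With library size alone in place of TMM, the log2 fold changes shifted by a median of 0.50, 12798 genes passed with 88.6% of them higher, and 10504 of the 11944 genes called under TMM kept their sign. The 10 genes named next kept their direction and call under both scalings. The 5 genes with the largest increase under the naming rule were Ighg2b (ENSMUSG00000076613), Ighg2c (ENSMUSG00000076612), Ighj1 (ENSMUSG00000076621), Igkc (ENSMUSG00000076609) and Cd8b1 (ENSMUSG00000053044). Cd8b1 averaged 1.35 ± 0.0276 CPM at 3 months and 28.8 ± 23.1 CPM at 18 months, a log2 fold change of 4.40 (SE 0.58, adjusted p = 0.000976 in edgeR). Ighg2b and Ighg2c belong to a family of near-identical members, so that their separate levels are uncertain. For all 4 immunoglobulin genes, 1 section set the size of the increase. Igkc was at 11502 CPM in 18-month replicate 1 and 2161 CPM in replicate 2, and the log2 fold change of Ighg2b was 6.88, with a range of 1.84 to 7.87 when sections were left out in turn. The 5 genes with the largest decrease were Atp2a1 (ENSMUSG00000030730), Myh4 (ENSMUSG00000057003), Casq1 (ENSMUSG00000007122), Ckm (ENSMUSG00000030399) and Pvalb (ENSMUSG00000005716), with log2 fold changes of -9.38 for Atp2a1 to -6.91 for Pvalb. Ckm averaged 459 ± 108 CPM at 3 months and 3.72 ± 0.362 CPM at 18 months (adjusted p = 1.4e-05 in edgeR). These 5 are genes of skeletal muscle, and muscle-rich spots were found in the 3-month sections alone.

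Of the 12 genes of the aging list, 10 passed the threshold over all genes and 11 when adjusted over the list alone. Cdkn2a rose from 4.98 ± 0.182 CPM to 16.3 ± 4.61 CPM, a log2 fold change of 1.71 (SE 0.22, adjusted p = 0.000846 in edgeR). Gzmk rose from 1.04 ± 0.213 CPM to 4.65 ± 0.688 CPM, a log2 fold change of 2.14 (SE 0.22, adjusted p = 0.000394 in edgeR). Pdcd1, Cxcl13, Mzb1, Cd8a and Ccl5 rose with log2 fold changes of 1.51, 1.63, 2.55, 2.98 and 3.22, and Pdk4 fell by 1.19. Without lymphoid-rich spots, Cd8a and Ccl5 no longer passed the threshold, with log2 fold changes of 1.35 and 1.50. Gzmb rose by 0.47 on the log2 scale and passed (adjusted p = 0.0387 in edgeR), and it lost the call when any 1 section was left out. Gzmb is a low gene, at 4.06 CPM at 3 months and 5.65 CPM at 18 months. Chemosensory receptor genes, used further below as a gauge of background, had a median log2 fold change of 0.83, above that of Gzmb. The rise of Gzmb is thus open to background as an explanation. Jchain passed with a log2 fold change of 4.13 although its groups overlapped. Its size was set by 18-month replicate 1, without which the value was 0.44. Cdkn1a (adjusted p = 0.0519) and C4b (adjusted p = 0.124) did not pass in edgeR over all genes, and C4b, which has a near-identical copy, changed sign to 0.11 without lymphoid-rich spots and to 0.05 with library size alone.

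Marker lists fixed beforehand were used to ask how the RNA of each tissue component differed between the sections. Of 15 lists, 7 passed the threshold by fry. The lymphoid list was higher at 18 months, with a mean log2 fold change of 2.86, and the pan-epithelial (-1.06), luminal hormone-sensing (-1.92), fibroblast (-1.09), endothelial (-0.60), pericyte (-0.82) and muscle (-6.67) lists were lower. Adjusted p was 0.0273 to 0.0462, and both 18-month sections lay on the same side of both 3-month sections in the share of UMIs that each of the 7 lists took. Fold changes are relative to TMM normalisation, and library size alone raises the log2 fold changes of all genes by a median of 0.50. In CPM of the unscaled total of the section, the endothelial list was at 496 and 489 at 3 months and 458 and 467 at 18 months, and with library size alone its mean log2 fold change was -0.10. The muscle list was at 1643 and 2372 CPM at 3 months and 42.8 and 36.7 at 18 months. The T cell, B cell and plasma cell lists were higher at 18 months (3.00, 2.56 and 1.40 on the log2 scale), and the luminal alveolar progenitor (-0.63), collagen (-1.04), adipocyte (-1.09), macrophage (-0.24) and myoepithelial (-0.18) lists were lower, of which the last 2 were higher with library size alone (0.27 and 0.32), and none of these 8 was past the threshold by fry. Without lymphoid-rich spots, the pan-epithelial (-0.35), luminal hormone-sensing (-1.42), fibroblast (-0.42) and endothelial (-0.23) lists lost their calls and the B cell list (2.19) gained one. With library size alone the same 4 lists lost theirs, at -0.54, -1.40, -0.59 and -0.10. The lymphoid, pericyte and muscle lists kept their calls under both. The pericyte list was not lower throughout, however. With library size alone its mean log2 fold change was -0.33 and its median -0.10, with 2 of its 6 genes higher. Without muscle-rich spots it kept its call, with a mean of -0.71. camera with its preset correlation called 12 lists, including the 7 that hold under fry. With any 1 section left out, fry called 0 lists.

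**Figure D5:**
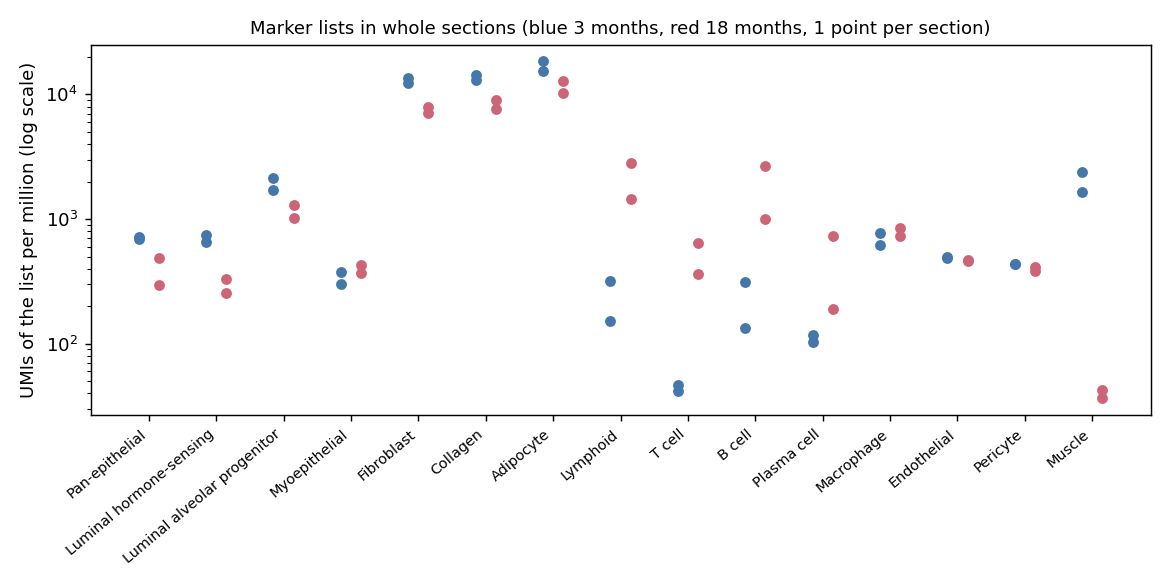
UMIs of each marker list as CPM of the unscaled total of the section (vertical axis, log scale), 1 point per section, with 3 months in blue and 18 months in red. The muscle list lies at 1643 and 2372 at 3 months and at 42.8 and 36.7 at 18 months.

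Epithelial-rich spots were tested alone to reduce the effect of other tissue in the sections. There were 162 and 180 such spots at 3 months, with 2674187 and 2275963 UMIs, and 63 and 202 at 18 months, with 643750 and 1239830 UMIs. In them, 1536 of 14468 genes passed the threshold in edgeR, 634 higher and 902 lower at 18 months, and the groups were separate for 59.9% of genes, where chance gives 33.3%. The count moved most with the minimum share of epithelial UMIs, from 228 genes at 0.6%, where 18-month replicate 1 had 1 spot, to 3037 at 0.15%. With library size alone 2411 genes passed, 79.5% of them higher against 41.3% under TMM, with a median shift of 0.29 on the log2 scale. The 5 largest increases were in Alox12e (ENSMUSG00000018907), Wfdc12 (ENSMUSG00000042845), Calca (ENSMUSG00000030669), Tnfsf11 (ENSMUSG00000022015) and Entpd8 (ENSMUSG00000036813). Alox12e rose from 3.99 ± 0.830 CPM to 283 ± 66.9 CPM, a log2 fold change of 6.12 (SE 0.30, adjusted p = 1.29e-06 in edgeR), and Calca from 6.84 ± 2.02 CPM to 125 ± 29.0 CPM, a log2 fold change of 4.17 (SE 0.29, adjusted p = 2.49e-05 in edgeR). Wfdc12, Tnfsf11 and Entpd8 had log2 fold changes of 4.32, 4.13 and 3.58, and each was several times higher in 18-month replicate 1 than in replicate 2. The 5 largest decreases were in Mup17 (ENSMUSG00000096688), Cyp2e1 (ENSMUSG00000025479), Dmbt1 (ENSMUSG00000047517), Mup10 (ENSMUSG00000078680) and Acacb (ENSMUSG00000042010), with log2 fold changes of -5.42, -4.59, -4.14, -4.05 and -3.80. Cyp2e1 fell from 1728 ± 512 CPM to 69.0 ± 33.8 CPM. Mup17 and Mup10 belong to a family of near-identical genes, and their separate levels are uncertain. A spot can hold several cells, and overlap of epithelial-rich with adipocyte-rich spots was not examined. These are therefore differences between spots, which cannot be assigned to the epithelium.

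Of the aging list, 10 genes could be tested in epithelial-rich spots and 3 passed, both over all genes and adjusted over the list alone. They were Jchain, Ccl5 and Mzb1, with log2 fold changes of 1.80, 1.46 and 1.86 (adjusted p = 0.0168, 0.0234 and 0.0220 in edgeR). Over all genes, 1 of the list passed without 3-month replicate 1, 1 without 3-month replicate 2, and 0 without either 18-month replicate. DESeq2 called 1, with no adjusted p for Mzb1, and 1 passed in edgeR with sums thinned to the smallest total, where 5 of the list could be tested. Cdkn2a had a log2 fold change of 0.61 there (adjusted p = 0.397), with 6.66 and 6.81 CPM at 3 months and 5.48 and 13.4 CPM at 18 months.

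Moran's I asked whether the signal of genes was more or less clustered in space. Over 19281 genes, the median I was 0.0110 and 0.0110 in the 3-month sections and 0.00543 and 0.00381 in the 18-month sections. In limma, 399 genes passed the threshold, 0 of them higher at 18 months, and the groups were separate for 52.5% of genes, where chance gives 33.3%. With ranks of I within each section in place of I, limma called 0 genes, with 2129 at an unadjusted p under 0.05, so that the calls depended on the scale of I, which differed between sections along with depth. The 5 largest differences were in the muscle genes Ckm, Atp2a1, Pvalb, Myh4 and Mylpf (ENSMUSG00000030672). Ckm had an I of 0.780 ± 0.0329 (SD, n = 2) at 3 months and 0.00186 ± 0.00134 at 18 months (adjusted p = 0.00362 in limma).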

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

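No test in this part was chosen only after its own result was seen. The pattern itself was found in these data. Among the groups examined, 1 share stood apart from the others of its group by more than the gap allowed for 6 samples. In 18-month scRNA-seq replicate 1, cluster Epi-C8 made up 44.7% of epithelial cells, against 21.0% to 25.0% in the other 5 pools, and the gap was 0.830 of the range, above the critical value of Dixon's test. Of 66 groups of 6 samples examined, 1 passed this rule, and chance alone would give about 3.3, so that the gap is within what chance gives for these groups. The 66 groups do not take in every type and subtype at both ages. Some shares that were not flagged also had a pool far above the mean. Epi-C11 at 18 months reached 28.1% with a mean of 5.24%. Mye_C1 reached 11.4% at 3 months (mean 2.86%) and 8.22% at 18 months (mean 2.74%). The count of 1 is thus not a count over all shares.

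Sampling of few cells is argued against as the source. The share rests on 559 of 1251 epithelial cells, and its exact binomial interval starts at 41.9%, above the highest of the other pools. A dependence on UMIs per cell stays open. It had been written beforehand that a share still above all others among the deeper cells would argue against it. Among the cells of each pool at or above its median depth, the share in replicate 1 was 18.8% (exact binomial interval 16.1 to 21.7), still the highest of the 18-month pools, but the next was 15.8% with an interval of 10.0 to 23.1, so that the intervals overlap. The result was therefore set to undecided after it was seen. The high share may therefore come in part from shallow cells of this pool, and the test cannot tell this from a larger share of such cells in the tissue. Mouse age does not separate pools of 1 group, and no biological explanation was tested. With or without replicate 1, Epi-C8 had a higher share at 18 months over all cells, with a log2 ratio of 2.48 to 2.95 over the pools left out in turn. Among the deeper cells, replicate 2 went from 4.28% to 5.51% and replicate 3 from 2.94% to 4.32%. The other replicates were at 1.23% to 2.42% at 3 months and 10.2% to 18.8% at 18 months. The intervals of the ages overlapped in replicates 2, 3 and 5. The size of the rise with age thus also depended on UMIs per cell.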

How the results depend on the processing

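The permutations within batches, the edgeR fits with a batch term, the edgeR fits of spatial genes with library size alone, the restriction of nuclei to those with an upstream cell call, the other batch and the T and NK subtypes in the comparison of assays and the crossed pairing of sections were chosen after the data had been seen. Directions were more stable than counts. The 4 named cell types and 12 named subtypes of scRNA-seq kept their direction under every alternative run, and calls were lost in 37 of 64 and 70 of 180 cases. For cell types, 4 passed as reported, 0 on centred log-ratio shares, 1 among the cells at or above the median depth, 0 within replicates 1 to 3 or 4 to 6 alone, where 3 pools against 3 cannot pass, 6 with permutation within batches, 4 by edgeR and 7 by edgeR with a batch term. With the replicate number as a block, the sign-flip test, which passes only if at least 7 of the 11 types reach its smallest p, gave 0 types, and edgeR gave 7. Leaving out a replicate gave 0 to 4 types (0 without replicate 2, 3, 5 or 6).

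For scRNA-seq subtype shares the count of 12 went to 4 among deeper cells, 0 within either batch alone, and 7 to 14 with a replicate left out (7 without replicate 2). With the replicate block, edgeR gave 14 subtypes. The sign-flip test gave 0, with a smallest adjusted p of 0.102, which says little, since 25 of the 39 subtypes would have to reach its smallest p for any to pass. In snATAC-seq, where the lowest correlations were -0.332 for types and -0.0461 for subtypes, edgeR called 7 types and 12 subtypes, and 7 and 12 with the replicate block. The permutation test gave 0 under every alternative, leave-one-out included (0 to 0), as its smallest p forces. The cause of the differences between tests was not tested.

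The difference in median UMIs per cell of -408 stayed between -645 and -200 with a replicate left out, and was reversed for genes per cell, at 122.75. With the replicate block the sign-flip p was 0.281. The count of 2 types with fewer UMIs per cell was 2 with any replicate left out, 1 with at least 50 cells per sample, where fibroblasts were no longer tested, 0 within either batch alone, 0 under the replicate block, where 4 of the 6 types would have to reach the smallest p, and 0 relative to all cells of the pool, where B cells reversed to 0.0278. By genes per cell 3 types passed, with naive T cells higher at 18 months. For snATAC-seq depth the difference of -2017 stayed between -2222 and -1704, and the sign-flip p with the block was 0.25. Types with the same sign in both assays numbered 9 to 10.

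In whole sections, 8264 to 11085 genes passed with a section left out, against 11944. The count was 4690 with at least 10 CPM in 2 sections, 3456 without lymphoid-rich spots and 3032 without lymphoid-, muscle- and epithelial-rich spots. The share of higher genes was 57.1% as reported, 41.4% in the DESeq2 Wald test, 40.4% without lymphoid-rich spots, 36.8% without all 3 classes and 88.6% with library size alone, which moved the median log2 fold change by 0.50. The filter at 10 CPM moved the median log2 fold change of the genes it kept by 0.28. C4b reversed to 0.11 and 0.12 without lymphoid-rich and without all 3 classes of spots, and the result "spatial pseudobulk whole section: C4b" was at 0.0535 with library size alone. With the replicate block 12214 genes passed. Same-numbered sections had a correlation of 0.0377, so that they share only a number, as in epithelial-rich spots (-0.0723, 1703 genes with the block).

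In epithelial-rich spots, 1536 genes became 698 in the DESeq2 Wald test, where 21.6% were higher against 41.3%, 613 with sums thinned to 643750 UMIs, 2411 with library size alone (79.5% higher, a median shift of 0.29), 228 with a minimum of 0.6%, 3037 with 0.15%, and 459 to 838 with a section left out. Each of the 4 sections moved the count by over 1.5 times, to 838 and 665 without 3-month replicates 1 and 2, and 459 and 547 without 18-month replicates 1 and 2. Cdkn2a ranged from -0.378 to 0.944 with a section left out and was reversed without 18-month replicate 2. In the table of alternatives, the result "spatial pseudobulk epithelial-rich spots: Pdk4" reversed to -0.0235 with a minimum of 0.15%. No epithelial-rich spot was also lymphoid- or muscle-rich, so leaving such spots out changed nothing. Overlap with adipocyte-rich spots was not examined.

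For marker lists, 7 passed by fry, 12 by camera, 4 without lymphoid-rich spots, 3 with library size alone, 0 under the replicate block (6 at an unadjusted p under 0.05, smallest adjusted p 0.0589), and 0 to 0 with a section left out (1 to 6 at an unadjusted p under 0.05). The myoepithelial list reversed to 0.34 without lymphoid-rich spots and 0.32 with library size alone, and the macrophage list to 0.12 and 0.27. For shares of spots, the adipocyte-rich difference reversed to -0.0278 at 2 times the minimum. The minimum of 3 UMIs at 500 UMIs per spot is at or above the other minima for epithelial- and lymphoid-rich spots, so that lower or higher minima tested nothing.

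For Moran's I, 399 genes became 216 at a mean I of at least 0.05, 129 with log10 UMIs regressed out, 0 on ranks, and 9 to 802 with a section left out (802 without 3-month replicate 2, 9 and 21 without 18-month replicates 1 and 2). The replicate block gave 112. Same-numbered sections had a correlation of -0.155, and the crossed pairing gave 64 genes. In all of these spatial comparisons depth, tissue content and age run together over 4 sections, and processing may do so too. Where a section was left out, the lone section of its age was taken to vary like the others. Among the named spatial genes, the replicate block changed 2 calls, both in whole sections, where Jchain was lost and Cdkn1a gained.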

Other observations

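The tests on other splits of the samples for cell type and subtype counts, on library batch, on fewer naive T cells, on the abundance of genes, on the background genes without lymphoid-rich spots and in epithelial-rich spots, on the keratinised list in whole sections and on Moran's I among genes with a mean I of at least 0.1 were chosen only after the result was seen. Chance assignment of pools is argued against for the scRNA-seq counts of types and subtypes that differ in share. Of 100 splits of the 12 pools into equal groups, drawn from 462, only the real one (1 split) gave as many as 4 cell types past the threshold, and the largest other gave 3. The split by batch, which was not among those drawn, gave 7 types, more than the real one. With batch accounted for, age gave 6 types by permutation within batches and 7 by edgeR with a batch term. Within batches, all 4 types kept their direction in both. Among the 32 splits that part every same-numbered pair, only the real one gave 4, and the others gave 0. For the 12 subtypes, again 1 of 100 splits gave as many, the batch split gave 0, and 1 of 32 pair-parting splits gave as many. For UMIs per cell of a type, 2 of 100 splits, the real one included, gave 2 types or more, and the other gave 3. Among pair-parting splits, which respect the shared batch, 2 of 32 gave as many. Chance is therefore not excluded for the count of types that differ in UMIs per cell. For the 7 snATAC-seq types called by edgeR, 1 of 10 splits, the real one, gave as many, and no other gave any, which is the smallest share that 3 pools against 3 allow, so that chance cannot be excluded there.

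Library batch is argued against as the source of the age differences in shares, because each batch held 3 pools per age. That the 4 types kept their direction in both batches follows from their 6 of 6 pairs and is no separate test. A fall of naive T cells alone, with the other shares following because shares add up to 100%, stays open as the whole source. Without the mixing of fractions, it would raise the 10 other types by 1 common factor and leave their log ratios to each other as they were. The fractions were mixed in equal parts, however, so that types in the fraction of the naive T cells could rise more than the others. A test of these log ratios therefore cannot decide the question. As a set, these log ratios differed with age when pools were permuted within batches (p = 0.005, exact permutation test over 400 arrangements). Over all 924 arrangements, where the difference between batches adds to the spread, p was 0.0628. Which single types moved by themselves stays open. With naive T cells left out of the total, 0 of the other types passed the threshold by the exact permutation test over all arrangements. That test took no account of batch, so that it cannot decide the question for single types. By the same exact permutation test, memory T and NK cells (12.9 percentage points higher at 18 months, p = 0.0195) and fibroblasts (6.59 points higher, p = 0.0325) had an unadjusted p under 0.05, B cells changed by -19.8 points (p = 0.0606), and the smallest adjusted p was 0.162. For T and NK subtypes, the same explanation was tested among the cells that the authors typed as memory T and NK cells, without the 97 of 6255 in subtypes named naive. It would leave the shares among them as they were, but 2 of 6 subtypes differed at the threshold. Gzmk+ cells rose from 1.85% ± 1.45 to 24.8% ± 12.7 in 6 of 6 pairs, and NK cells fell from 18.8% ± 5.26 to 9.79% ± 1.34 in 6 of 6 pairs, both with separate groups (exact permutation test, adjusted p = 0.00649, n = 6). Naive cells alone are thus argued against for Gzmk+ cells. γδ T and MAIT cells were 24.1% at 3 months and 22.2% at 18 months (exact permutation test, adjusted p = 0.543, n = 6). Memory CD4 cells were 48.1% and 38.1% (exact permutation test, adjusted p = 0.0563, n = 6). Neither rose among cells typed as memory T and NK cells, so that their rise among all T and NK cells stays open to that explanation. The lower NK share among these cells may follow from the rise of Gzmk+ cells, since these shares also add up to 100%. A real difference with age stays open and untested beyond these comparisons.

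The lower UMI count of memory T and NK cells at 18 months is not a mere mix of subtypes, since 86% of the log2 difference remained within the 3 subtypes with enough cells. For fibroblasts this cannot be told, because 0 subtypes had enough cells in every pool. A lower depth of whole pools would lower all types alike, whereas the log2 differences were -0.41 in memory T and NK cells, -0.46 in fibroblasts and -0.31 in dendritic cells and macrophages, which did not pass the threshold, -0.07 in B cells, 0.13 in naive T cells and 0.19 in luminal AV cells. The difference between types was not tested itself. Relative to all cells of the pool, 0 types passed the threshold.

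The lower Moran's I at 18 months may come from depth alone. When every spot was thinned to 500 UMIs, the difference in the median I over 4129 genes with at least 1000 UMIs in every section went from -0.00986 to 6.36e-05, so that -0.645% of it remained, and among the 420 of these with a mean I of at least 0.1 it went from -0.127 to 0.000156, with -0.123% remaining. Thinning lowered I itself as well, to 0.0386 and 0.0389 at 3 months and 0.0397 and 0.0381 at 18 months for these genes, so that the sections were level in relative terms too. The I recomputed here had a Spearman's rho of 0.846 to 0.915 with the deposited I across genes. The muscle genes named for Moran's I are a separate case, because muscle-rich spots were found at 3 months only.

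Depth as a total is argued against as the cause of the many genes called in whole sections, since 90.5% of the calls were made again when all sections were thinned to 19085122 UMIs. Background is another matter. By abundance, the 6407 genes with the lowest mean CPM had a median log2 fold change of 0.75, with 4649 genes called higher and 71 lower, and the 6407 with the highest had -0.38, with 573 higher and 3425 lower. These directions are relative to TMM, and library size alone raises the log2 fold changes of all genes by a median of 0.50. Chemosensory receptor genes, which this tissue is not known to use, were picked before their values were seen as a gauge of background. Their median log2 fold change was 0.72 above that of all genes, with 917 of 1169 called higher, and they took 1644 and 1660 CPM of the unscaled total of the section at 3 months against 3630 and 4587 at 18 months. This is consistent with a larger share of background signal in the 18-month sections, and low genes called higher at 18 months are open to that explanation. Without lymphoid-rich spots the excess was 0.42, below the 0.5 set beforehand for the main test. In epithelial-rich spots the receptor genes took 2737 and 2924 CPM of the unscaled total at 3 months against 7127 and 5322 at 18 months. Only 198 of their 1178 genes could be tested there, too few for a check by fold change, with a median 1.12 above that of all genes and 192 of the 198 higher. Low genes called higher in epithelial-rich spots are open to the same explanation.

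Tissue in the section cannot be told apart from age for muscle and lymphoid genes. Without muscle-rich spots the mean log2 fold change of the muscle list went from -6.67 to -2.73, and without lymphoid-rich spots that of the lymphoid list went from 2.86 to 2.06. Both stayed more than 1 from 0, which had been set beforehand as the sign of another cause, but muscle or lymphoid tissue in spots under the minimum stays in these sums, so that the test decides only that the spots above the minimum are not the whole source, and it was set to undecided after its value was seen. All 4 sections held a lymphoid-rich region, and how the tissue was sectioned is not given in the sources used here.

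Among the genes called higher in epithelial-rich spots, Alox12e and Wfdc12 raised the question whether skin-like, keratinised epithelium lay under the 18-month sections. A list of 6 genes written before the test (Krt1, Krt10, Krtdap, Sbsn, Lor, Calml3) had a mean log2 fold change of 0.51 there, within 1 of 0, which had been written beforehand as a sign against it, but only 3 of the 6 could be tested, too few for the list to decide. In these spots the list took 45.2 and 51.4 CPM at 3 months and 88.5 and 71.8 at 18 months. In whole sections, where all 6 genes were tested, the mean log2 fold change was 0.20 and the median 0.46, 4 genes were called, 3 of them higher at 18 months, and the sums of the sections overlapped, with 45.6 and 38.7 CPM at 3 months and 43.2 and 53.3 at 18 months. Without lymphoid-rich spots, the mean in whole sections was 0.21 and 0 genes were called. The sums overlapped there too, with 45.1 and 38.8 CPM at 3 months and 41.8 and 49.9 at 18 months. For whole sections, the means within 1 of 0 and the overlapping sums argue against a larger amount of this epithelium at 18 months. The 3 genes called higher over all spots go the other way. In epithelial-rich spots the values go both ways, so that the explanation stays open for them. CPM of the list are of the unscaled total of these spots or sections.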
